A study of Mus musculus with 8 samples. Its data were reported in "PUMILIO hyperactivity drives premature aging of Norad-deficient mice" (2019).

How the data were processed

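RNA-seq was measured in whole spleens of 8 mice at 16 weeks of age, after 4 weeks of doxycycline. 4 libraries are labelled DT, for mice that carry both a doxycycline-inducible FLAG-tagged Pum2 transgene and the CAG-rtTA3 transactivator that switches it on. The 4 control (CTR) libraries come from 2 wild-type mice and 2 mice with the Pum2 transgene alone. No control carries CAG-rtTA3, so effects of the transactivator cannot be told apart from those of PUM2. By the labels, DT1 to DT3 are female and DT4 is male, both wild-type controls (CTR1 and CTR3) are male, and both Pum2 controls (CTR2 and CTR4) are female. Each library is a separate mouse.

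The authors made stranded mRNA libraries, sequenced them as single reads of 75 bases, aligned the reads to the mouse genome (GRCm38, mm10) with HISAT2 2.1.0, kept uniquely mapped reads and counted them per gene with featureCounts 1.6.0, per the study's methods and the submitters' processing notes, which also name edgeR 3.24.0 for the authors' own test. The authors deposited 1 table of TPM (abundance scaled by gene length and library total) with a row for each gene symbol and a column for each library. How the authors computed TPM from the counts is not given in the sources used here. Unique mapping leaves out reads that near-identical genes share, so members of multigene families such as Klra are less certain than single genes. TPM divides each library into a fixed total, so a library in which a few genes take more of the total shows less of all the others. Immunoglobulin genes took 18.3% to 22.7% of TPM in the DT-labelled libraries and 9.95% to 16.4% in the controls.

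The table has 53379 rows. 99 symbols stand on more than a single row, and their 200 rows were left out (at most 0.0682% of TPM in any library). Gene identifiers and positions come from GENCODE M21 on GRCm38, in which 93.2% of the symbols match a single gene. TPM by itself carries no depth. Because low values were whole multiples of what 1 read is worth given the gene's exon length (at least 96.6% of values under 100 reads lay within 0.05 of a whole number), depth was recovered as 41.2M to 50.8M reads per library, over genes that hold about 98% of TPM. These depths are estimates.

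Values were tested as log2(TPM + 1), so that fold changes of genes at low TPM are understated. The 16224 genes with TPM of at least 1 in at least 4 of the 8 libraries were tested with limma 3.58.1 in R 4.3.3 (empirical Bayes with trend and robust, two-sided, Benjamini-Hochberg adjusted p under 0.05), without covariates, as the study pooled its controls and names none. The test had been set to depend on whether the table held counts or TPM, and limma on the log scale was used because it holds TPM. The median log2 change of all tested genes was −0.17. Log2 changes are therefore given relative to that median gene unless stated, with the standard error (SE) of the fit. The limma p-values of single genes test the unshifted change against 0. Each belongs to a change 0.17 lower than the printed relative one, which favours falls over rises. Counts of list members that pass rest on the same p-values. Single values per library were compared by exact permutation over the 70 assignments of 4 and 4 libraries, two-sided, for which the smallest p is 0.0286.

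Gene lists were tested with limma camera, which compares the genes of a list with all other genes, first with its preset correlation of 0.01 and then with a correlation estimated from the libraries. The family held 37 lists, on mitosis, DNA replication and repair, mitochondria, stress and immune programmes, the cell types of the spleen and tissues outside it, and p-values were adjusted over the family. 2 more lists, on the Pumilio axis and on sex-linked genes, were kept apart as checks of the labels. fry was run as well. A score per library, the mean log2(TPM + 1) of a list's genes minus the library's median gene, was compared by exact permutation. For PUMILIO response elements (PREs), the TGTANATA sequence was searched in the longest annotated 3′ UTR of each gene. Each library's mean over genes with 2 or more PREs was set against genes without TGTANATN in 38 strata of expression and 3′ UTR length.

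Groups, tests, gene lists, the rule for named genes and the alternatives were fixed before the data were examined, with the exceptions the text names. The rule names Pum2, Norad and a gene that is not reported here, the 10 largest rises and 10 largest falls past the threshold with all DT-labelled libraries on one side of all controls, excluding predicted genes and sex-linked genes, and up to 4 members of each list by unadjusted p. The alternatives were other pseudocounts, filters, scalings, limma settings, covariates, subsets of libraries and each library left out, and their effect is given in the closing section. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.

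The limma step was tested on simulated data for the DT against CTR comparison, with 200 of 16224 genes changed. It recovered 24% of genes changed by 0.5 on the log2 scale, 72% at 1, 98% at 1.5 and 98% at 2, and called 5 unchanged genes. A PRE shift of −0.10 planted in the same libraries was returned as −0.10.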

Results

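PUM2 is an RNA-binding repressor. To ask how the spleen transcriptome differs in mice with an inducible Pum2 transgene and its transactivator, RNA-seq profiles of 4 DT-labelled spleens were compared with 4 control spleens. Pum2 RNA itself was 142, 140, 123 and 159 TPM in DT1 to DT4 and 161, 164, 162 and 165 TPM in CTR1 to CTR4. Each value is TPM from a library of 41.2M to 50.8M recovered reads, with 41.2M to 48.8M in the DT-labelled libraries and 45.8M to 50.8M in the controls. Sex-linked transcripts matched the labelled sex in all 8 mice. Xist, which silences an X chromosome in females, was 290 to 411 TPM in the DT-labelled females, and Ddx3y, a Y-linked helicase gene, was 147 TPM in DT4.

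Pum2 (ENSMUSG00000020594.14, chromosome 12, 8674134 to 8752581) was therefore not higher in the libraries labelled DT, although the label names a Pum2 transgene. It averaged 141 ± 14.6 TPM there (SD, n = 4) and 163 ± 2.03 TPM in controls (SD, n = 4). All 4 DT-labelled libraries lay below all 4 controls (exact permutation p = 0.0286), but the log2 change was −0.21 (SE 0.09, limma adjusted p = 0.137), and relative to the median gene it was −0.04. Without DT4 the change was −0.27 (limma adjusted p = 0.0237), where the median gene was at −0.22. Norad, the noncoding RNA that sequesters PUMILIO proteins and is listed as 2900097C17Rik (chromosome 2, 156388065 to 156392979), averaged 46.0 ± 4.89 TPM against 55.2 ± 3.52 TPM (SD, n = 4 each), −0.09 relative to the median gene (limma adjusted p = 0.112, and 0.0133 without DT4). The study saw no rise of total PUM2 protein in whole tissue either and names negative feedback as a possible part of this. It detected the FLAG tag broadly in double transgenic tissues and transgenic PUM2 in fibroblasts. It also reported lower PUM2 targets in double transgenic spleens, from RNA-seq of the spleens analysed here, so that result is not separate evidence on the labels. The transgene carries mouse Pum2 coding sequence, so its reads would be counted to Pum2. Pum2 TPM therefore does not separate the transgene from the endogenous gene or by itself test the labels. Because Pum2 RNA was not higher, the groups are called DT-labelled and CTR throughout, and every direction below is that of the label.

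**Figure D1:**
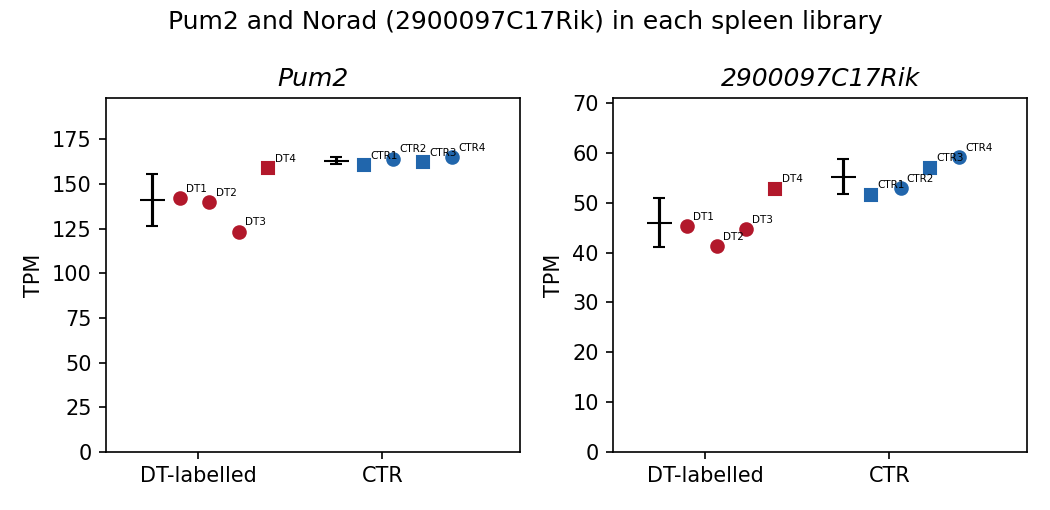
TPM of Pum2 and of Norad, listed as 2900097C17Rik (y axes), in each DT-labelled and CTR library, circles for females and squares for males, with the group mean and SD (n = 4) as bars. Pum2 lies between 123 and 159 TPM in the DT-labelled libraries and between 161 and 165 TPM in the controls.

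Among genes past the threshold, the largest rise in DT-labelled spleens on the log2(TPM + 1) scale was in Il9r, which encodes the interleukin-9 receptor and reached 264 ± 89.8 TPM against 57.3 ± 21.3 TPM in controls (SD, n = 4 each). Relative to the median gene it rose by 2.38 on the log2 scale (SE 0.30, limma adjusted p = 0.0386), in all 4 DT-labelled libraries. Atp6v0d2, a subunit of the vacuolar proton pump, rose by 2.33 (SE 0.31, limma adjusted p = 0.0379). AC154248.1, a symbol without a match in the annotation used here, rose by 1.98 (SE 0.15, limma adjusted p = 0.0085). Among the other genes with the largest rises were Cacng6 (1.25), a calcium channel subunit, Slc29a3 (1.15), a nucleoside transporter, Clec2g (1.14), a C-type lectin, Col15a1 (1.10), a basement membrane collagen, nonagouti (listed as a, 1.01), a pigmentation gene, and Ikzf2 (0.93), the transcription factor Helios, with limma adjusted p from 0.0214 to 0.0486. By the ratio of mean TPM, Atp6v0d2 (7.32), Cacng6 (6.68) and AC154248.1 (6.16) stood above Il9r (4.62).

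Il9r lies on chromosome 11 (32187541 to 32200279) beside the alpha-globin genes, and its neighbours were examined after their values were seen. Snrnp25, a component of the minor spliceosome, rose by 0.86 relative to the median gene (87.5 ± 10.2 against 53.8 ± 2.51 TPM, SD, n = 4 each, limma adjusted p = 0.0280). Rhbdf1, an inactive rhomboid protease (0.90, limma adjusted p = 0.0795), and Mpg, a DNA repair glycosylase (0.40, limma adjusted p = 0.113), did not pass, although all 4 DT-labelled libraries were above all 4 controls for both. Nprl3 (0.24), the alpha-globin genes Hba-a1 (0.10) and Hba-a2 (0.04), and the globin gene Hbq1b between them (1.08, SE 0.93, limma adjusted p = 0.495) overlapped between the groups. Without DT4, Rhbdf1 passed as well (limma adjusted p = 0.0154).

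**Figure D2:**
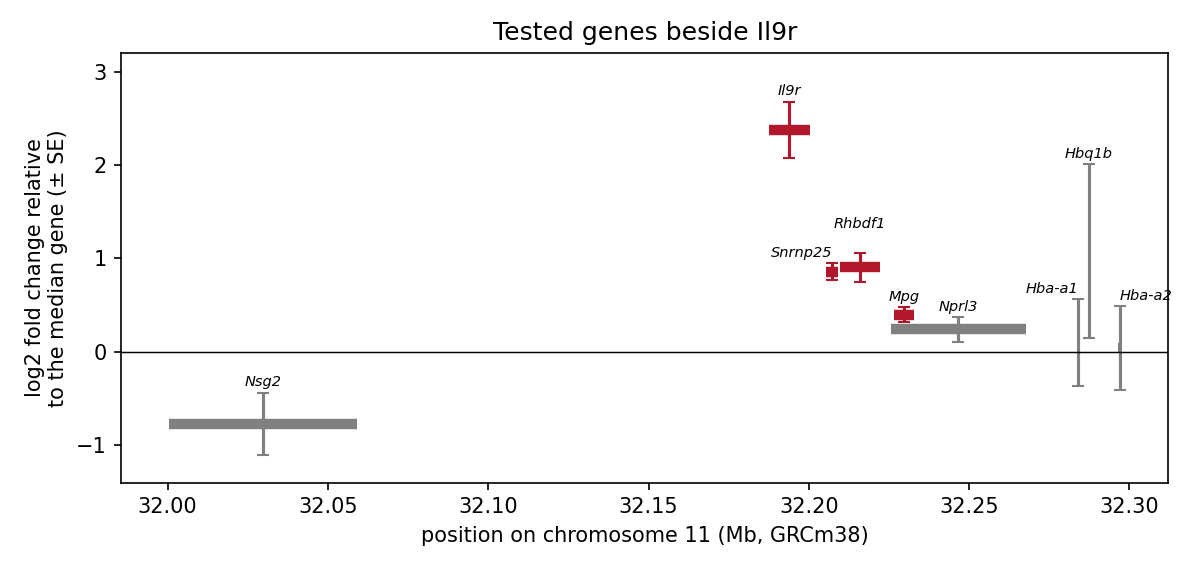
Log2 fold change relative to the median gene (y axis, bars are SE) of tested genes by position on chromosome 11 in megabases (x axis, GRCm38), in red where all 4 DT-labelled libraries lie above all 4 controls. Il9r at 2.38, Rhbdf1 at 0.90, Snrnp25 at 0.86 and Mpg at 0.40 are in red, and Nprl3 at 0.24 is in grey.

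The largest falls past the threshold on the log2(TPM + 1) scale were in receptors of natural killer (NK) cells. Klra4 was 4.45 ± 1.84 TPM in DT-labelled spleens and 26.2 ± 3.41 TPM in controls (SD, n = 4 each), and fell by 2.19 relative to the median gene on the log2 scale (SE 0.22, limma adjusted p = 0.00875). Klra8 (−2.13), Klra10 (−1.74), Klra7 (−1.63), Klra14-ps (−1.58) and Klra1 (−1.25) fell with it (limma adjusted p from 0.0105 to 0.0353). They belong to the Ly49 gene family of MHC class I receptors on chromosome 6 (129831154 to 131247362 over its tested members), although Klra14-ps is annotated as a pseudogene. Of the 13 tested genes of the family 8 passed as lower and none as higher, and 7 passed as lower under median-of-ratios scaling. Relative to the median gene 11 lay below and 2 above. These genes are near-identical paralogs, so single members are uncertain. The summed TPM of all 13, taken after their values were seen, was 98.7 ± 9.31 against 270 ± 30.6 (SD, n = 4 each). That sum also leaves out reads that the paralogs share. Gzma, the cytotoxic protease granzyme A, fell by 1.56 (37.4 ± 6.86 against 130 ± 42.8 TPM, SD, n = 4 each, limma adjusted p = 0.0280). Cd207 (−1.37), the langerin of some dendritic cells, Akr1b7 (−1.35), an aldo-keto reductase, and Gad1 (−1.24), a glutamate decarboxylase, fell too (limma adjusted p from 0.0214 to 0.0486). By the ratio of mean TPM Cd207 (0.0749) and Gad1 (0.153), both at low TPM, fell further than Klra4 (0.170).

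**Figure D3:**
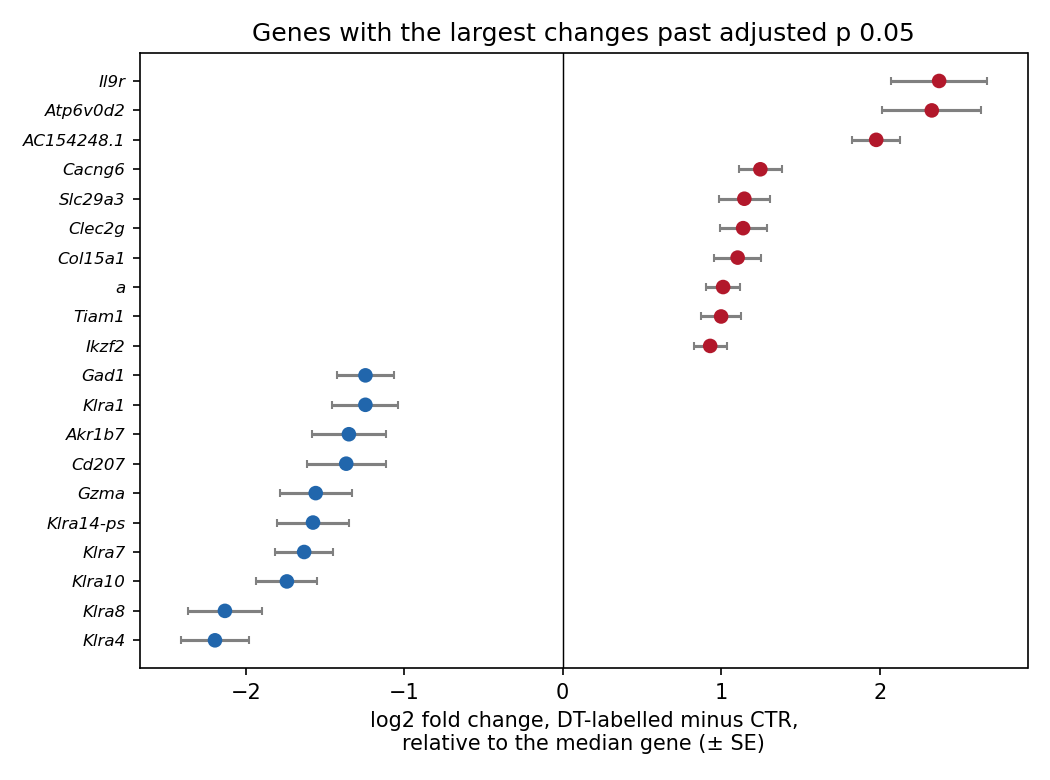
Log2 fold change, DT-labelled minus CTR, relative to the median gene (x axis, bars are SE) for the 10 largest rises (red) and 10 largest falls (blue) by the named-gene rule. Values run from −2.19 for Klra4 to 2.38 for Il9r.

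Of the 16224 genes tested, 51 passed, 12 higher and 39 lower in DT-labelled libraries (23.5% higher), and at an unadjusted p of at most 0.05 there were 475 higher and 4866 lower. Median-of-ratios scaling moved the median change from −0.17 to 0.01 and gave 26 genes, 9 higher and 17 lower (34.6% higher), with 1652 higher and 1846 lower at the unadjusted threshold. Rescaling without haemoglobin, immunoglobulin and mitochondrial genes gave 15 higher and 27 lower (35.7% higher). The count rested on single libraries. It was 8, 11, 8 and 6042 without DT1, DT2, DT3 and DT4, and 15, 16, 14 and 0 without CTR1, CTR2, CTR3 and CTR4. The 6042 were 477 higher and 5565 lower, at a median log2 change of −0.22, so lower calls without DT4 were common among all genes. Of the 20 genes with the largest changes, 12 passed in only 1 of these 8 settings, that without DT4. They were 9 of the 10 rises, among them Il9r and Atp6v0d2, and 3 of the 10 falls. Klra4, Klra10, Klra7 and AC154248.1 passed in 7. Under median-of-ratios scaling 5 of the 10 largest rises and 6 of the 10 largest falls passed. Atp6v0d2, Slc29a3, Clec2g, Col15a1, Gzma, Cd207, Akr1b7 and Klra1 were among those that did not. With sex as a covariate 47 genes passed (10 higher and 37 lower), 36 of them among the 51. So did 8 of the 10 largest rises and 8 of the 10 largest falls, but not Slc29a3, Clec2g, Cd207 or Akr1b7.

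PUMILIO proteins bind PREs in 3′ UTRs and repress the mRNA, so genes with 2 or more PREs were compared with matched genes without them. The 982 PRE genes averaged −0.02 ± 0.04 on the log2 scale in DT-labelled libraries and 0.02 ± 0.02 in controls (SD, n = 4 each), relative to 6737 comparison genes. The difference of −0.04 did not pass (exact permutation p = 0.0857), and the score was lowest in DT3 (−0.07). Without DT3 the difference was −0.02 (exact permutation p = 0.229). Of 100 control motifs drawn with the same base content 30 were used, with a median of 450.5 target genes against 982 for the PRE. They gave differences from −0.05 to 0.02, of which 3 were at or below that of the PRE. A Kolmogorov-Smirnov test over genes, the kind of test the study used, was run on sets of genes other than the study's. It compared 1027 PRE genes, taken from the motif alone, with 163 genes of like expression and 3′ UTR length (D = 0.0555, median difference −0.0169). Its p is not given because genes within a library are not independent replicates. The study reported significant repression of its PUM2 targets in these same spleens. Those targets came from CLIP in brain and had 2 or more PREs. That list was not used here, so the difference of −0.04 does not test the study's result. 6 mRNAs widely described as PUMILIO targets, among them Mapk14, a stress-activated kinase, had a median of 0.12 relative to the median gene (limma camera adjusted p = 0.668, and adjusted p = 0.893 with an estimated correlation). None of these passed over all genes tested and 1, Mapk14, was lower adjusted over the list alone.

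The study links PUM2 hyperactivity to repression of genes for mitosis and genome maintenance. In spleen, its RNA-seq evidence for that came from younger male Norad-null mice, not from these transgenic mice. In DT-labelled spleens the mitosis list was higher than other genes, with a median of 0.81 relative to the median gene and 89 of 92 members above it (limma camera adjusted p = 3.41e-29). The call was lost when the correlation was estimated (adjusted p = 0.505 with an estimated correlation). Kif2c, a microtubule depolymerase, was 20.0 ± 6.60 TPM against 11.5 ± 4.08 TPM (SD, n = 4 each), and Racgap1, Cdca2 and Aurkb, which act in cytokinesis and chromosome segregation, had relative log2 changes of 0.63, 0.73 and 0.84 (limma adjusted p from 0.125 to 0.158 for the 4 genes). No member passed over all genes tested or adjusted over the list alone, and 5 passed without DT4. The mitosis score was 1.04, 1.67, 0.90 and 0.20 in DT1 to DT4 and 0.14, 0.96, 0.04 and −0.06 in CTR1 to CTR4 (exact permutation p = 0.0857), so that DT4 lay with the controls and CTR2 with DT1 to DT3. The erythroid score, described with the cell types, was also highest in DT1, DT2, DT3 and CTR2. DNA replication genes had a median of 0.46 (55 of 59 above the median gene, limma camera adjusted p = 1.16e-13, and adjusted p = 0.603 with an estimated correlation), among them Cdc45, a helicase component, at 0.89 (limma adjusted p = 0.156). At an unadjusted p of at most 0.05, 0 of the 59 were higher and 2 lower, and 1 was higher and 2 lower over all genes without DT4. No DNA repair gene passed over all genes or adjusted over the list alone. Without DT4, where 5565 of all 16224 genes tested were lower and 477 higher, 0 DNA repair genes were higher and 18 lower. Their median change was −0.06, and relative to the median gene it was 0.12 (53 of 74 above, limma camera adjusted p = 0.0272, and adjusted p = 0.893 with an estimated correlation), and that call was lost without DT2 (adjusted p = 0.557), CTR3 (0.0508) or CTR4 (0.0684).

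The study also links PUM2 to genes of mitochondrial respiration, with expression evidence from Norad-deficient tissues and cells. Nuclear genes of the respiratory chain were higher than other genes as a list, by a median of 0.15 with 74 of 77 members above the median gene (limma camera adjusted p = 0.000235), a call lost with an estimated correlation (adjusted p = 0.821 with an estimated correlation). Uqcr11 (133 ± 13.3 against 109 ± 10.9 TPM) and Uqcrq (71.5 ± 10.4 against 59.2 ± 2.22 TPM, SD, n = 4 each), both of complex III, had relative log2 changes of 0.46 and 0.43 (limma adjusted p = 0.115 and 0.131). No member passed over all genes or adjusted over the list alone, and without DT4 there were 2 higher and 2 lower. The mitochondrial genes that the study assayed by qRT-PCR in Norad-deficient tissue, chosen on other samples than these, had a median of 0.06 in 15 tested genes (limma camera adjusted p = 0.687, and adjusted p = 0.910 with an estimated correlation). None of them passed over all genes or adjusted over the list alone. Pdp1, a phosphatase that activates pyruvate dehydrogenase, was 8.81 ± 2.19 against 12.3 ± 0.75 TPM (SD, n = 4 each, −0.29 relative to the median gene, limma adjusted p not past the threshold, and 0.00365 without DT4). Rhot1 (−0.02), which anchors mitochondria to motors, Slc25a46 (−0.04), an outer membrane carrier, and Pdha1 (−0.01), a subunit of pyruvate dehydrogenase whose sign turned under median-of-ratios scaling (0.01), lay near the median gene. Without DT4 Rhot1 (limma adjusted p = 0.0209) and Slc25a46 (limma adjusted p = 0.0121) were lower as well, which makes 3 lower and 0 higher of the 15. Of all 16224 genes tested, 5565 were lower and 477 higher in that setting, at a median log2 change of −0.22. The 3 calls therefore do not set this list apart from other genes. The protein-coding genes of mitochondrial DNA (−0.02), the mitochondrial ribosome (0.08), the tricarboxylic acid cycle (0.06) and mitochondrial dynamics, import and biogenesis (0.03) were not called either (limma camera adjusted p from 0.383 to 0.931).

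Among lists of spleen cell types, the NK cell score was lower in every DT-labelled library. It was 0.05 to 0.17 there and 0.71 to 0.99 in controls (exact permutation p = 0.0286, 0.211 after adjustment over the lists). Of 19 members 16 were below the median gene, 5 fell over all genes tested, and 9 were lower and 1 higher adjusted over the list alone (median −0.40, limma camera adjusted p = 0.000393, and adjusted p = 0.428 with an estimated correlation). The 9 members on chromosome 6 differed by −1.08 (exact permutation p = 0.0286) and the 10 on other chromosomes by −0.34 (exact permutation p = 0.0857), with DT3 above CTR1 and CTR2 for the latter. Klre1, a lectin-like receptor, fell by 1.22 (limma adjusted p = 0.0172), whereas Ncr1, the NKp46 receptor that marks NK cells and was chosen after its values were seen, was 13.3 ± 3.38 against 31.1 ± 9.19 TPM (SD, n = 4 each, limma adjusted p = 0.0793). Plasma cell genes lay on the other side. All 19 were above the median gene (median 0.55, limma camera adjusted p = 1.39e-11, and adjusted p = 0.220 with an estimated correlation), and all 4 DT-labelled scores were above all 4 controls (exact permutation p = 0.0286). None passed over all genes, 3 were higher adjusted over the list alone and 6 without DT4. Ighg2b, an immunoglobulin heavy chain, was 3984 ± 1579 against 915 ± 382 TPM (SD, n = 4 each, limma adjusted p = 0.0744), and immunoglobulin genes together took 20.6% ± 1.93 of TPM against 13.6% ± 2.86 (SD, n = 4 each, exact permutation p = 0.0286). B cell genes had a median of −0.52 with 21 of 23 below the median gene (limma camera adjusted p = 4.66e-05, and adjusted p = 0.706 with an estimated correlation). Fcer2a, the CD23 receptor of follicular B cells, was 101.5 ± 47.9 against 300.2 ± 34.6 TPM and Cr2, complement receptor 2, was 167 ± 69.4 against 360 ± 54.7 TPM (SD, n = 4 each, limma adjusted p = 0.0554 and 0.0801). The B cell score was 4.03, 3.90, 4.05 and 4.57 in DT1 to DT4 and 4.36 to 4.78 in controls, the lowest of them CTR2 (exact permutation p = 0.0571). None of the B cell genes passed over all genes, 18 were lower and 1 higher adjusted over the list alone, and 20 were lower without DT4.

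Red cell and granulocyte genes varied widely within both groups. Erythroid genes had a median of 1.38 with 36 of 37 above the median gene (limma camera adjusted p = 1.16e-13, and adjusted p = 0.603 with an estimated correlation), and no member passed over all genes or adjusted over the list alone. Hemgn, a regulator of red cell maturation, was 194 ± 176 against 73.4 ± 111 TPM and Rhd, a blood group antigen, was 207 ± 182 against 78.9 ± 111 TPM (SD, n = 4 each). The erythroid score was 3.55, 4.67, 3.31 and 1.17 in DT1 to DT4 and 1.98, 3.79, 0.51 and 1.46 in CTR1 to CTR4 (exact permutation p = 0.286), with the highest control haemoglobin share in CTR2 as well (5.23% of TPM). Neutrophil genes had a median of 2.05 with 24 of 26 above the median gene (limma camera adjusted p = 4.67e-17, and adjusted p = 0.428 with an estimated correlation). Camp, an antimicrobial peptide of granules, was 548 ± 300.5 against 134 ± 86.3 TPM (SD, n = 4 each, limma adjusted p = 0.157) and was lowest in DT4 among the DT-labelled libraries. The neutrophil score was 3.32, 2.42, 2.42 and 0.38 in DT1 to DT4 and 1.04, 1.42, −0.97 and 0.48 in CTR1 to CTR4 (exact permutation p = 0.114). No neutrophil gene passed over all genes or adjusted over the list alone, and 18 were higher without DT4. Megakaryocyte and platelet genes (median 0.43) and stem and progenitor genes (median 0.14) were also called (limma camera adjusted p = 4.03e-07 and 0.00549, and adjusted p = 0.603 and 0.428 with an estimated correlation). Of the progenitor list, Mcpt8 (1.95) and Prss34 (2.23), which are proteases of basophils, had the largest relative log2 changes of the members named by the rule (limma adjusted p = 0.0995 for both). The other 2, Hlf (−0.65), a factor of stem cells, and Flt3 (−0.49), a growth factor receptor, lay below the median gene. Adjusted over the list alone 3 members were higher and 3 lower.

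**Figure D4:**
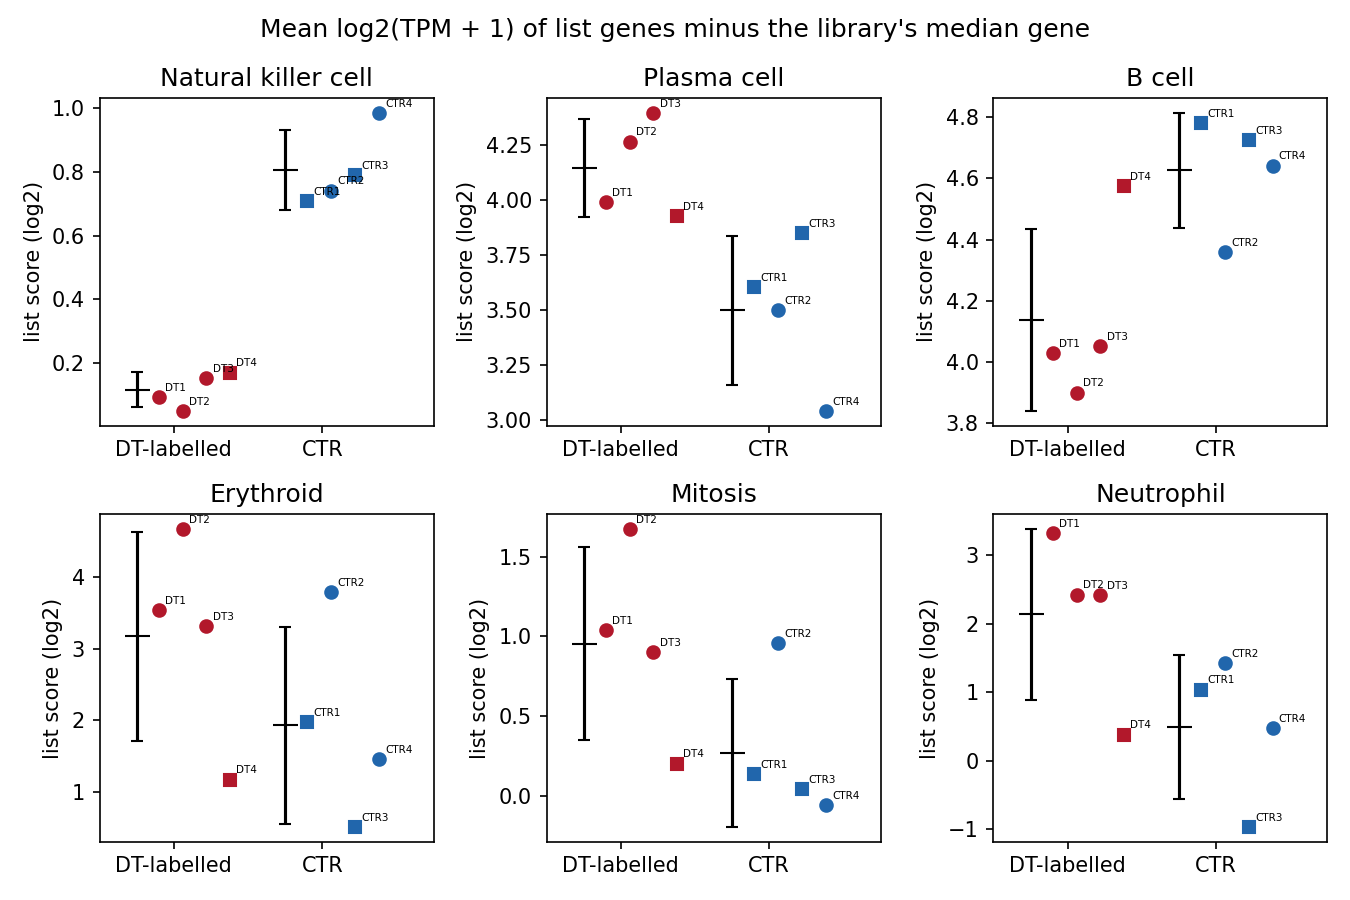
List score (y axes, mean log2(TPM + 1) of the list's genes minus the library's median gene) of 6 lists in each DT-labelled and CTR library, circles for females and squares for males, with the group mean and SD (n = 4) as bars. The NK scores lie at 0.05 to 0.17 in DT-labelled libraries and 0.71 to 0.99 in controls, whereas the erythroid score is 1.17 in DT4 and 3.79 in CTR2.

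Several stress and immune lists were called as higher too, although their scores overlapped between the groups. The antioxidant score was 1.98 in DT4 and 2.38 in CTR2 (exact permutation p = 0.114), and the interferon score of DT4 (1.10) lay below those of CTR1, CTR2 and CTR4 (1.21 to 1.41, exact permutation p = 0.143). Endoplasmic reticulum stress genes were all above the median gene (25 of 25, median 0.33, limma camera adjusted p = 3.05e-10, and adjusted p = 0.428 with an estimated correlation), with Derl3, which acts in protein degradation from the reticulum, at 62.9 ± 9.45 against 36.3 ± 12.3 TPM, and Creld2, a chaperone, at 188 ± 36.5 against 122 ± 29.5 TPM (SD, n = 4 each, limma adjusted p = 0.0884 and 0.0958). Both genes are also on the plasma cell list, which was higher with it (median 0.55). The integrated stress response (median 0.35) and antioxidant enzymes (median 0.42) share Slc7a11, a cystine transporter, which was 16.4 ± 2.20 against 11.2 ± 1.93 TPM (SD, n = 4 each, limma adjusted p = 0.0912). Of the stress response list, Ddit4, an inhibitor of mTOR signalling (−0.62), and Vldlr, a lipoprotein receptor (−0.36), were lower in all 4 DT-labelled libraries than in all 4 controls (limma adjusted p = 0.0989 and 0.0920), and 2 members were higher and 1 lower adjusted over the list alone. Prdx4, a peroxiredoxin, was 61.8 ± 7.94 against 45.5 ± 4.97 TPM (SD, n = 4 each, limma adjusted p = 0.0916). Both lists were called (limma camera adjusted p = 2.46e-07 and 5.03e-07, and adjusted p = 0.220 and 0.428 with an estimated correlation). Interferon response genes had a median of 0.30 with 36 of 45 above the median gene (limma camera adjusted p = 4.15e-07, and adjusted p = 0.603 with an estimated correlation). The guanylate-binding proteins Gbp6, Gbp2 and Gbp7 had relative log2 changes of 0.84, 1.11 and 0.70, and Slfn8, of the Schlafen family, −0.21 (limma adjusted p from 0.0811 to 0.0884). Inflammatory genes had a median of 0.21 (limma camera adjusted p = 3.87e-05, and adjusted p = 0.428 with an estimated correlation). Ccl8, a monocyte chemokine, was 210 ± 208 against 4.30 ± 2.17 TPM (4.85 relative to the median gene, SE 0.95), Il10, an anti-inflammatory cytokine, was 11.6 ± 7.79 against 2.23 ± 0.28 TPM, and Cxcl13, which draws B cells into follicles, was 287 ± 93.1 against 479 ± 70.2 TPM (SD, n = 4 each, limma adjusted p from 0.0830 to 0.0920). Targets of p53 and senescence genes went both ways, with 1 higher and 4 lower adjusted over the list alone and 1 higher and 8 lower over all genes without DT4. Their median relative to the median gene was 0.21 (23 of 31 above, limma camera adjusted p = 0.0152, and adjusted p = 0.612 with an estimated correlation), and that call was lost without DT3 (adjusted p = 0.0602) or DT4 (adjusted p = 0.0633). Cytosolic ribosomal protein genes were lower, with a median of −0.15 and 72 of 77 below the median gene (limma camera adjusted p = 1.14e-05, and adjusted p = 0.893 with an estimated correlation), among them Rps27 at −0.43 (limma adjusted p = 0.0938).

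No list of T cells (median −0.05), germinal centre B cells (−0.16), dendritic cells (−0.19), red pulp macrophages and monocytes (0.06), stroma and endothelium (−0.13), adipocytes (−0.02), pancreatic acini (−0.11), skeletal muscle (0.04), immediate early genes (0.01), heat shock (−0.06) or lipid and cholesterol synthesis (−0.03) was called. Adjusted over the list alone, 9 dendritic cell genes were lower and 0 higher of 22 (score exact permutation p = 0.0571). In the same way 11 stroma and endothelium genes were lower and 1 higher of 32 (score exact permutation p = 0.0857), and 4 red pulp genes lower and 2 higher of 26. Such counts tilt lower, since 4866 of all 16224 tested genes were lower and 475 higher at an unadjusted p of at most 0.05. Below the median gene lay 15 of the 22 dendritic cell genes and 20 of the 32 stroma and endothelium genes. The uncalled lists named here, together with those of mitochondrial DNA, mitochondrial ribosome, tricarboxylic acid cycle, mitochondrial dynamics and PUMILIO targets above, make up 16 lists with limma camera adjusted p from 0.0611 to 0.931. Of the 37 lists, 18 were called with the preset correlation and 0 with an estimated correlation or by exact permutation of their scores (smallest adjusted p = 0.211). With 4 against 4 libraries the last test could pass after adjustment only if most lists reached the smallest p.

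Controls with the Pum2 transgene alone were compared with wild-type controls as a background, in a fit with all 8 libraries. limma called 0 of 16224 genes, with 532 at an unadjusted p of at most 0.05, and 20 genes (7 higher and 13 lower in Pum2 controls) when no filter on low values was applied. Both wild-type controls were male and both Pum2 controls female, so genotype and sex cannot be told apart here. The fit did not call Xist either, which was 378 and 360 TPM in the Pum2 controls against 0.11 and 0.15 TPM in the wild-type controls. The DT-labelled group in this fit holds both sexes, which adds to the residual of such genes. The 0 therefore does not show that the controls are alike.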

Values the study reported

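For its gene function analysis of Norad-null spleens the study took genes lower at an edgeR p of 0.05 or below. Its PUM2 targets for spleen had an FPKM of 1 or more, and its non-targets were kept within 25% of the targets' log mean in expression and of their mean in 3′ UTR length.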

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

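The genes and scores screened in this part were those named in the text, and the screen was run after their values had been seen. In each group of 4 libraries, the gap from the highest or lowest library to its nearest neighbour was divided by the group's range. It passed the 95% critical value in 11 of 200 groups screened, and chance alone gives about 1 in 20.

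DT4 stood apart from the other DT-labelled libraries in 3 of these, with the lowest Camp (6.84 on the log2 scale, a gap of 0.878 of the range), the lowest Prdx4 (5.67, gap 0.891) and the highest Rps27 (11.14, gap 0.967). CTR2 had the highest haemoglobin share of the controls (5.23% of TPM, gap 0.877) and the highest Cdc45 (5.30, gap 0.907). CTR1 was the highest control for the nuclear respiratory chain score (2.64, gap 0.839) and for Ly6c2, a surface antigen of monocytes and neutrophil precursors (5.84, gap 0.886). CTR4 was the highest control for Klra4 (5.01, gap 0.888) and Cr2 (8.79, gap 0.831). CTR3 was the highest control for AC154248.1 (1.25, gap 0.846). DT3 had the lowest PRE score of the DT-labelled libraries (−0.07, gap 0.901).

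Whether the DT against CTR change differs between the sexes depends on the test. With an interaction of label and sex, limma called 0 of 16224 genes, with 2212 at an unadjusted p of at most 0.05, and 0 of 37 lists with an estimated correlation (smallest adjusted p = 0.368). With the preset correlation 13 lists were called, among them mitosis, erythroid and neutrophil genes. DT4 is the only male among the DT-labelled mice, so this test rests on that library. Female controls are all Pum2 mice and male controls all wild-type, so sex and control genotype cannot be told apart in it.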

How the results depend on the processing

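The limma-voom fit on recovered reads was chosen after seeing the data, and the other alternatives were planned. The count of 51 genes (12 higher, 39 lower) moved by more than 1.5 times in 19 of 24 alternatives. It was 30 (6 and 24) without a filter, 18 (3 and 15) at a mean TPM of at least 5, 26 (9 and 17) with median-of-ratios scaling, 33 (10 and 23) with quantile normalisation, 33 (10 and 23) with limma-voom, 6726 (788 and 5938) with array weights, 1607 (106 and 1501) in females alone, 3 (1 and 2) against Pum2 controls, 0 (0 and 0) against wild-type controls and 5341 (475 and 4866) at an unadjusted p of at most 0.05. The cause was not tested, except that the last 4 use other libraries or another threshold by construction. With 1 library left out the count ran from 0 without CTR4 to 6042 without DT4, the genes higher from 0 to 477 and the genes lower from 0 to 5565. With the replicate number as a block (replicate block) it was 1533 (190 and 1343). The numbers do not pair the libraries, since the correlations of same-numbered libraries were −0.15, 0.62, −0.08 and 0.26 and only CTR2 and DT2 correlated best with their own number. The block left the calls of Pum2 and of the mitosis, respiratory chain and qRT-PCR lists as they were.

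Pum2 passed with array weights (−0.23) and without DT4, with a range of −0.27 to −0.15 when 1 library was left out and adjusted p from 0.0236 to 0.911 over all alternatives. The PRE difference ran from −0.08 to −0.02 in 29 alternatives and passed in none, although 4 of them (females only, replicate block and either control type, with 10 to 16 splits) could not have passed. The mitosis list kept its direction in all 24 and its call in 23, and lost it with an estimated correlation (0.81, adjusted p = 0.505). The nuclear OXPHOS list, DT vs CTR, kept its direction and lost its call without a filter (0.0342, adjusted p = 0.0516) and with an estimated correlation (0.15, adjusted p = 0.821, with 7.13e-11 to 0.821 over its alternatives). The study qRT-PCR mitochondrial list, DT vs CTR, was never called and turned negative without a filter (−0.0648) and against Pum2 controls (−0.0081). The DNA repair list turned negative without a filter (−0.0014), and Pdha1 (0.0146) turned positive with median-of-ratios scaling. The DNA repair list also lost its call in 7 of 24 alternatives, the p53 and senescence list in 8 and the stem and progenitor list in 4. The cause of these changes was not tested. The number of lists called ran from 16 to 21. For the 16 uncalled lists the sign differed in 55 of 383 values and a call appeared in 20. Of these calls 6 were for the red pulp macrophage and monocyte list, all as higher, although its sign differed in 6 other alternatives. Its median ran from −0.12 against Pum2 controls to 0.32 against wild-type controls. Another 4 calls were for the mitochondrial ribosome list (higher with median-of-ratios scaling, quantile normalisation, rescaling and limma-voom). The comparison of Pum2 with wild-type controls gave 20 genes without a filter and 0 otherwise, and a fit that misses Xist between the sexes cannot show them alike. An edgeR test with DESeq2 as its alternative was not run because the table holds TPM. The depth of 41.2M to 50.8M reads averaged 44.8M in DT-labelled and 48.7M in control libraries (exact permutation p = 0.143), a difference not excluded, and the simulated recovery of 24% at a log2 change of 0.5 shows that small changes would mostly be missed.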

Other observations

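All tests of explanations and all counts of other splits in this part were chosen or written after the results were seen.

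Clock and steroid-response lists were not called, although some members lay apart between the groups. Circadian genes had a score of −0.64, −0.66, −0.46 and −0.44 in DT1 to DT4 and −0.44, −0.40, −0.39 and −0.27 in CTR1 to CTR4 (exact permutation p = 0.0286, 0.211 after adjustment over the lists), though DT4 and CTR1 lay side by side. The list has members on both sides, with 12 of 17 lower and 3 higher adjusted over the list alone, and 13 below the median gene. None passed the threshold over all genes, and camera made no call (median −0.26, limma camera adjusted p = 0.406, and adjusted p = 0.893 with an estimated correlation). Bhlhe41 (0.69) and Nfil3 (0.90), which are repressors in the clock, and Tef (−0.33), which is an activator, had all 4 DT-labelled libraries on one side of all 4 controls (limma adjusted p from 0.0806 to 0.0908).

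Of glucocorticoid-induced genes, 8 of 15 were lower and 1 higher adjusted over the list alone, and 9 lay below the median gene and 6 above it. None passed the threshold over all genes (median −0.37, limma camera adjusted p = 0.383, and adjusted p = 0.893 with an estimated correlation). Cd163, a haemoglobin scavenger receptor of macrophages, was 9.10 ± 1.69 against 26.2 ± 9.06 TPM, Sgk1, a kinase induced by the hormone, was 28.4 ± 6.36 against 46.5 ± 3.09 TPM, Errfi1, a feedback inhibitor of growth factor receptors, was 16.5 ± 8.74 against 43.0 ± 7.04 TPM and Txnip, an inhibitor of thioredoxin, was 427 ± 130.3 against 720 ± 54.8 TPM (SD, n = 4 each, limma adjusted p from 0.0554 to 0.0840). Both lists were called under median-of-ratios scaling (limma camera adjusted p = 0.0336 for the circadian list, with 0.0336 to 0.992 over its alternatives, and 0.0235 for the glucocorticoid list, with 0.0235 to 0.893). The hour of dissection is not given in the sources used here.

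The fall of NK genes was set against explanations in scaling, shared reads and the genome. Median-of-ratios scaling moved the list's median from −0.58 to −0.38 and the members past the threshold from 5 to 3, so that scaling bears on the size, but what remained argues against scaling as the whole cause. Reads moved between Klra paralogs would leave their sum alike, whereas the summed TPM was lower in all 4 DT-labelled libraries (exact permutation p = 0.0286). Only uniquely mapped reads were counted, so the sum cannot decide on reads lost because paralogs share them. A strain variant of the chromosome 6 receptor complex and fewer NK cells cannot be told apart, because NK genes on other chromosomes differed by −0.34 (exact permutation p = 0.0857) against −1.08 for those on chromosome 6. A variant in the complex may account for the larger part on chromosome 6 and a loss of cells for the smaller part elsewhere, but both stay hypotheses. Gzma and Ncr1, which lie on other chromosomes, were named for their falls and do not stand for the NK genes there.

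Erythroid and mitosis genes divided the libraries across the groups, and the first principal component (55.5% of variance) had DT1 to DT3 at −40.0, −45.7 and −33.0, CTR2 near the middle at −3.50, and DT4 (23.7) with the other controls (24.5 to 38.7). Of 35 splits of the 8 libraries 2 gave 51 genes or more, the real one and that of DT1, DT2, DT3 and CTR2 against the rest, which gave 4350 and points to a structure of the samples, so chance is not excluded for the count of genes. The NK score of DT4 was 0.17, against 0.05 to 0.15 in the other DT-labelled libraries. That of CTR2 was 0.74, against 0.71 to 0.99 in the other controls. The NK score separates the groups as labelled, so it cannot decide whether DT4 and CTR2 were exchanged. Such an exchange is argued against by sex-linked transcripts. DT4, labelled male, had 0.29 TPM of Xist and 147 TPM of Ddx3y, and CTR2, labelled female, had 378 and 0.04 TPM. The mitosis score rose with the erythroid score over the 8 libraries (Pearson r = 0.950, exact permutation p = 0.00243, and r = 0.948 without DT2 and CTR3). By rank the Spearman rho was 0.857 (exact permutation p = 0.0107). This correlation restates the division described above, so it cannot decide on blood left in the tissue. Sex (females 3.36 and males 1.22 in the mean erythroid score, exact permutation p = 0.0714) and the DT label (exact permutation p = 0.286) stay open, as 3 of the 4 DT-labelled mice are female.

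Chance is likewise not excluded for the lists. 10 of the 35 splits called 18 lists or more, with 21 as the highest of the others. For the mitosis list 10 splits gave a camera p as small as the real one (−log10 p of 30.0, highest other 58.9), for the nuclear respiratory chain list 14 (4.05, highest other 21.2) and for the qRT-PCR list 27 (0.213, highest other 2.63).

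Il9r and its neighbours were higher together, and 4 of 7 tested genes in the 100-kb window from Il9r had all 4 DT-labelled libraries above all 4 controls, as did 246 of 15891 genes with a position. More erythroid cells are argued against as the whole cause, since the log2 change of Il9r was 2.11 (SE 0.38) with the erythroid score in the fit and 2.20 (SE 0.30) without it, although its adjusted p then rose to 0.129 as the SE grew and a degree of freedom was spent. Scaling is argued against by a change of 2.40 with median-of-ratios scaling (limma adjusted p = 0.0390). With the genes placed at random over the positions, 105 of 10000 draws had a window with as many such genes (permutation p = 0.0106), which is consistent with a local change at this place. A transgene insertion or a strain segment beside Il9r might give such a change in these 4 genes, but no value here bears on it.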
